# Histone methyltransferase SETD2 inhibits tumor growth via suppressing CXCL1-mediated activation of cell cycle in lung adenocarcinoma

**DOI:** 10.18632/aging.104120

**Published:** 2020-11-20

**Authors:** You Zhou, Xiao Zheng, Bin Xu, Haifeng Deng, Lujun Chen, Jingting Jiang

**Keywords:** lung adenocarcinoma, SETD2, CXCL1, cell cycle

## Abstract

The histone H3 lysine 36 methyltransferase SET-domain-containing 2 (SETD2) has been reported to be frequently mutated or deleted in many types of human cancer. However, the role of SETD2 in lung adenocarcinoma (LUAD) has not been well documented. In the present study, we found that SETD2 was significantly down-regulated both in LUAD tissues and cell lines. Functionally, the increased expression of SETD2 significantly attenuated the proliferation of cancer cells by affecting the cell cycle, whereas SETD2 deficiency dramatically improved these proliferative abilities of cancer cells. Through conjoint analysis of RNA-seq and ChIP data, we identified a functional target gene of SETD2, CXCL1, and its expression was negatively correlated with that of SETD2. Moreover, SETD2 deletion stimulated cell cycle-related proteins to promote LUAD. Further mechanistic studies demonstrated that histone H3 lysine 36 trimethylation (H3K36me3) catalyzed by SETD2 interacted with the promoter of CXCL1 to regulate its transcription and downstream signaling pathways, contributing to tumorigenesis *in vitro* and *in vivo*. Our findings suggested that SETD2 inhibited tumor growth *via* suppressing CXCL1-mediated activation of cell cycle, indicating that the regulation of H3K36me3 level by targeting SETD2 and/or the administration of downstream CXCL1 might represent a potential therapeutic way for new treatment in LUAD.

## INTRODUCTION

Epigenetic regulators play important roles in tumor evolution, among which histone methyltransferases (HMTs) have increasingly become the appealing therapeutic targets for cancer disease interventions because they are frequently dysregulated in a spectrum of human cancers [1]. Differentially deposited histone methylation modifications mediated by distinct HMTs can govern gene transcription. Genome-wide studies show that H3K36me3 mostly distributes in the gene body in a 3′ end enriched manner like the Ser2 phosphorylated RNAPII and maintains the repressive chromatin status. In addition, H3K36me3 acts as a safeguard to prevent aberrant transcriptional initiation from cryptic gene promoters [2–5]. SET-domain-containing 2 (SETD2) is the major HMT catalyzing the H3K36me3 [6]. Previous studies have suggested that SETD2-silenced cells exhibit deficiency in chromosome segregation and DNA repair [7–9]. SETD2-catalyzed H3K36me3 has been shown to recruit DNMT3b to ensure the fidelity of gene transcription initiation in embryonic cells [10]. Moreover, H3K36me3 mediated by SETD2 has been implicated in RNA splicing during gene transcription, and it affects the alternative splicing of a subset of genes involved in tumorigenesis [11–13]. In accordance with the crucial roles of SETD2 in maintaining chromosome stabilization and integrity and regulating gene transcription, SETD2 has been reported to be frequently mutated or deleted in many types of human cancer [14–17].

Lung adenocarcinoma (LUAD) is a major subtype of non-small cell lung cancer (NSCLC), which is the leading cause of cancer-related death worldwide. However, the genetic characterization and molecular mechanisms of SETD2 in tumorigenesis of LUAD remain largely undetermined.

In the present study, we showed that SETD2 functioned as a putative tumor suppressor in LUAD using human LUAD tissue specimens and cell lines in combination with gene expression profile obtained from The Cancer Genome Atlas (TCGA). We found that elevated levels of SETD2 significantly attenuated the proliferation of cancer cells by affecting cell cycle, whereas SETD2 deficiency dramatically improved these proliferative abilities of cancer cells. Notably, chemokine (C-X-C motif) ligand 1 (CXCL1) was identified as one functional downstream gene of SETD2. The mechanistic investigation demonstrated that H3K36me3 catalyzed by SETD2 interacted with the promoter of CXCL1 to regulate its transcription and downstream signaling pathways, contributing to tumorigenesis *in vitro* and *in vivo*. In addition, SETD2 deletion up-regulated the expression of CXCL1 and stimulated cell cycle-related proteins to promote LUAD. Collectively, our study revealed an in facto regulatory mechanism by which SETD2 deficiency determined the CXCL1-mediated activation of cell cycle and consequent tumorigenesis.

## RESULTS

### SETD2 expression is down-regulated in human LUAD

To explore the possible roles of SETD2 in LUAD, we first examined the gene expression profile from TCGA, which indicated that the SETD2 expression was significantly decreased in tumors compared with normal counterparts (Figure 1A). The Kaplan-Meier analyses showed that low expression of SETD2 was significantly associated with a poor prognosis in LUAD patients (Figure 1B), providing important prognostic information for risk stratification of overall survival. Simultaneously, the SETD2 expression pattern was also examined using human LUAD tissue specimens. Results showed that the expression level of SETD2 was significantly decreased in tumors compared with normal adjacent lung epithelial tissues (Figure 1C). Likewise, human lung cancer cell lines (A549, H1975, H1299, H1650 and PC-9) showed a significantly lower expression of SETD2 compared with HBE cell line (Figure 1D). In addition, western blotting analyses and IHC staining revealed that the SETD2 expression at the protein level was inversely correlated with the clinical stage of LUAD (Figures 1E, 1F). The correlation between SETD2 expression and patients’ clinical parameters in human LUAD tissues was summarized in Table 1. Our data demonstrated that SETD2 expression was significantly associated with tumor size (*P* = 0.012) and tumor stage (*P* = 0.027) of the patients. Taken together, these findings highlighted SETD2 as a prognostic biomarker for LUAD patients.

**Table 1:** Correlation between SETD2 expression in LUAD tissues and patients’ clinical parameters.

**Clinical Parameters**	**Cases**	**SETD2 expression level**		
		***High***	***Low***	***P***
Gender				0.653
Male	49	22	27	
Female	41	13	28	
Age (years)				0.472
<62	45	31	14	
≥62	45	25	20	
Tumor diameter (cm)				0.012*
≤5	69	11	58	
>5	21	6	15	
Lymphatic metastasis				0.245
Yes	6	1	5	
No	84	35	49	
TNM stage				0.027*
*I+II*	65	28	37	
*III+IV*	25	4	21	

* Chi-squared test. *P<0.05

**Figure 1:**
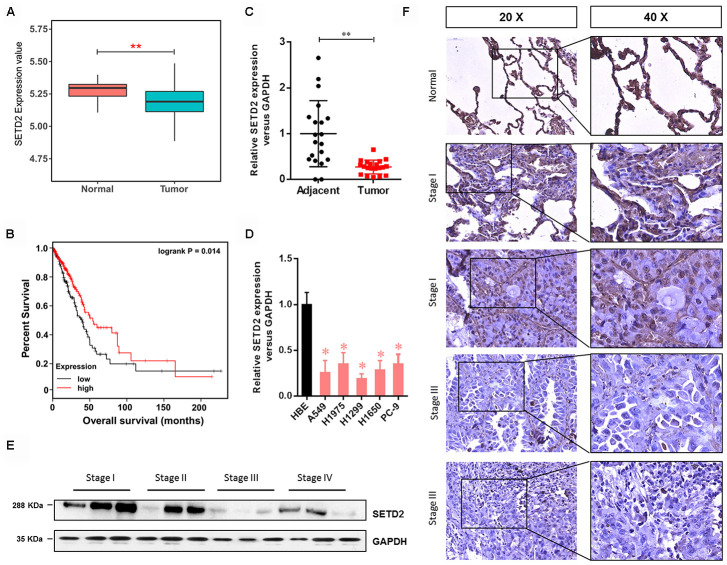
**SETD2 is clinically relevant in human LUAD.** (**A**) Box plot of SETD2 expression levels in patients with lung cancer from TCGA. (**B**) The association of SETD2 expression at the mRNA level and overall survival using TCGA data (*P* values by log-rank test). (**C**) Scatter plot of SETD2 expression levels in LUAD tumors and adjacent normal epithelial tissues. (**D**) Real-time qPCR analysis of SETD2 expression in HBE cells and human lung cancer cell lines A549, H1975, H1299, H1650 and PC-9. (**E**) Western blotting analyses of SETD2 expression at the protein level in four clinical stages of lung cancer progression using human lung tissue specimens. (**F**) SETD2 staining of human lung cancer tissues with four clinical stages of cancer progression. Scale bars: 50 μm. *P<0.05, **P<0.01. Two-tailed Student’s *t* test.

### Overexpression of wildtype SETD2 inhibits cancer cell growth *in vitro*

To investigate the effect of SETD2 on phenotypes of lung cancer cells *in vitro*, we first ectopically overexpressed a wildtype or a catalytically dead version of SETD2 (F2478L mutant) in lung cancer cells H1650 and PC-9. Real-time qPCR and western blotting analyses were performed to confirm the overexpression of SETD2 (Figures 2A, 2B). Cell viability analysis revealed that increased expression of wildtype SETD2 significantly attenuated the proliferation of cancer cells (Figure 2C). Moreover, colony formation (Figure 2D) and EDU assay (Figure 2E) were markedly inhibited upon wildtype SETD2 overexpression. Next, we examined whether SETD2 affected cell cycle phase. Flow cytometry was used for cell cycle phase analyses in H1650 and PC-9 cells. Results demonstrated that the proportions of cells in G0-G1 phase and G2-M phase were significantly increased and decreased upon wildtype SETD2 overexpression, respectively, while the proportion of cells in S phase remained unchanged, suggesting a S phase arrest in wildtype SETD2-overexpressing lung cancer cells (Figure 2F). However, the overexpression of wildtype or catalytically dead version of SETD2 (F2478L mutant) in lung cancer cells H1650 and PC-9 showed no effect on the apoptosis level as measured by Annexin V/PI assay (Figure 2G). Notably, the overexpression of catalytically dead version of SETD2 showed none effect on these parameters of H1650 and PC-9 cells, which suggested that over-expression this kind of large protein showed no toxic to the H1650 and PC-9 cells.

**Figure 2:**
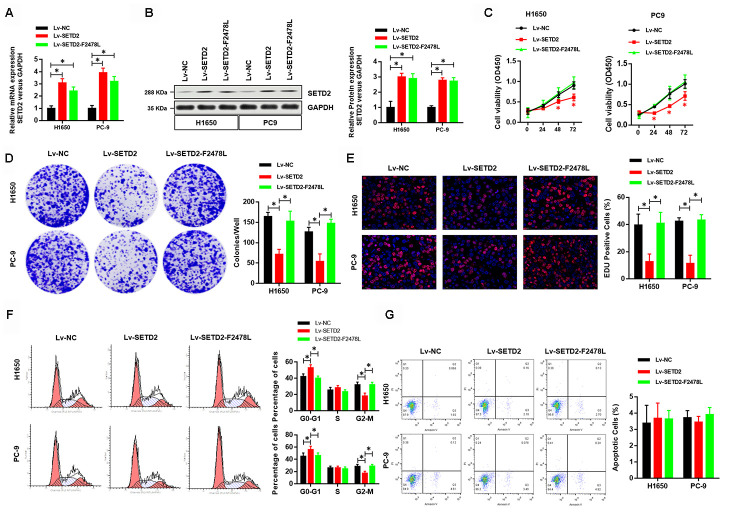
**Overexpression of wildtype SETD2 inhibits cancer cell growth *in vitro*.** (**A**) Real-time qPCR showed the expression level of wildtype or catalytically dead version of SETD2 (F2478L mutant) in lung cancer cells H1650 and PC-9 and its overexpression. (**B**) Western blotting analyses of wildtype or catalytically dead version of SETD2 (F2478L mutant) overexpression in H1650 and PC-9 cells. Quantitative results were shown in the right panel. (**C**) Cell proliferation assays of wildtype or catalytically dead version of SETD2 (F2478L mutant) overexpressing H1650 and PC-9 cells. (**D**) Anchorage-independent growth assays of wildtype or catalytically dead version of SETD2 (F2478L mutant) overexpressing H1650 and PC-9 cells. Quantitative results were indicated in the right panel. (**E**) EDU staining of wildtype or catalytically dead version of SETD2 (F2478L mutant) overexpressed H1650 and PC-9 cells (×200). (**F**) Cell cycle analysis of wildtype or catalytically dead version of SETD2 (F2478L mutant) overexpressing H1650 and PC-9 cells. Proportion of cells in G0-G1 phase, S phase and G2-M phase was quantified. (**G**) Apoptosis analysis of wildtype or catalytically dead version of SETD2 (F2478L mutant) overexpressed H1650 and PC-9 cells by Annexin V/PI assay. *P<0.05, **P<0.01. Two-tailed Student’s *t* test.

To further illustrate the critical role of SETD2 on proliferation of lung cancer cells *in vitro*, we next knock-downed the level of SETD2 in lung cancer cells H1650 and PC-9 *via* two lentivirus-mediated shRNAs (shRNA1 and shRNA2) targeting SETD2. Real-time qPCR and western blotting analyses were performed to confirm the SETD2 deficiencies (Figures 3A, 3B). Deletion of SETD2 significantly improved the proliferation, colony formation and EDU positive cells (Figures 3C–3E) abilities of cancer cells. Also, SETD2 deficiency improved the G2-M phase and impaired the S phase (Figure 3F). Moreover, SETD2 deficiency did not affect the apoptosis of H1650 and PC-9 cells (Figure 3G). These results collectively implicated that SETD2 inhibited the cell proliferation and cell cycle of LUAD cells.

**Figure 3:**
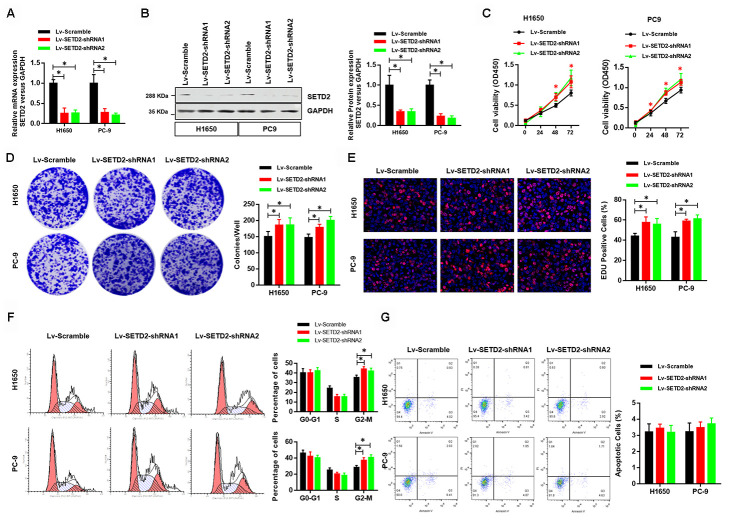
**Deficiency of SETD2 improves cancer cell growth *in vitro*.** (**A**) Real-time qPCR confirmed the downregulated expression level of SETD2 in lung cancer cells H1650 and PC-9. (**B**) Western blotting analyses of SETD2 deficiency in H1650 and PC-9 cells. Quantitative results were shown in the right panel. (**C**) Cell proliferation assays of SETD2 deficiency H1650 and PC-9 cells. (**D**) Anchorage-independent growth assays of SETD2 deficiency H1650 and PC-9 cells. Quantitative results were indicated in the right panel. (**E**) EDU staining of SETD2 down-regulated H1650 and PC-9 cells (×200). (**F**) Cell cycle analysis of SETD2 deficiency H1650 and PC-9 cells. Proportion of cells in G0-G1 phase, S phase and G2-M phase was quantified. (**G**) Apoptosis analysis of SETD2 down-regulated H1650 and PC-9 cells by Annexin V/PI assay. *P<0.05. Two-tailed Student’s *t* test.

### SETD2 negatively regulates CXCL1 expression

As our above-mentioned data demonstrated that overexpression of SETD2 could suppress cancer cell growth *in vitro*, we hypothesized that some of SETD2- and/or H3K36me3-regualted genes would affect tumorigenesis. Here, we focused on up-regulated genes by SETD2 deficiency. First, SETD2-silenced H1650 cells were generated using three shRNA constructs, which displayed similar knockdown efficiency (Supplementary Figure 1). 

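H1650 is an established human lung adenocarcinoma cell line. RNA of cells labelled H1650 was sequenced in 6 libraries, 3 labelled control and 3 labelled shSETD2, and the libraries of each group are numbered from 1 to 3. Neither these labels nor the text of the paper say whether the numbers of the shSETD2 libraries stand for the 3 shRNA constructs or for replicates of 1 construct. The authors mapped the reads to hg19 (GRCh37) with Hisat2, quantified expression with Ballgown and deposited FPKM, which scales fragments to gene length and library size, for 15897 genes in each library, of which 13617 were protein-coding. The FPKM of the listed genes summed to 222619, 219616 and 223381 in control libraries 1 to 3, and to 219510, 218769 and 224603 in shSETD2 libraries 1 to 3. The 10 genes with the highest FPKM took at least 25.3% of these sums in the control libraries and at most 23.4% in the shSETD2 libraries. Low FPKM values were not whole multiples of one step, so the number of reads behind each value is unknown and no counting error is given. Across genes, which are not independent replicates, Pearson's r of log2(FPKM + 1) was between 0.982 and 0.990 for libraries of the same group and between 0.701 and 0.707 for libraries of different groups.

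The groups were compared on log2(FPKM + 1) for the 14068 genes with a mean FPKM of at least 0.5 over the 6 libraries, using the moderated test of limma with an intensity trend and Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low FPKM. With 3 libraries against 3, an exact permutation test cannot give a p-value under 0.1, so the adjusted p-values rest on the model that limma fits across genes. SETD2 (ENSG00000181555.20_4) lies on the minus strand of chromosome 3 of GRCh37 from 47057919 to 47205457 and encodes a histone H3K36 methyltransferase. Its FPKM was 18.0, 10.2 and 17.6 in control libraries 1 to 3, with a mean of 15.3 ± 4.38 (SD, n = 3). In shSETD2 libraries 1 to 3 it was 8.97, 8.09 and 12.2, with a mean of 9.74 ± 2.15 (SD, n = 3). The log2 fold change was -0.58 (standard error 0.24, adjusted p = 0.0641 from limma), and the groups overlapped, since control library 2 lay below shSETD2 library 3. The authors' deposited table gives SETD2 a q-value of 0.154. Without control library 2, the log2 fold change was -0.83 with an adjusted p of 6.48e-03. Over 16 alternative settings it stayed between -0.83 and -0.25, with adjusted p-values from 6.48e-03 to 0.377. Because SETD2 did not separate the groups, the libraries are named here by their labels.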

Then we performed RNA sequencing (RNA-seq) analysis using H1650 cells with or without SETD2 depletion to identify SETD2-regulated genes. 

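Of the 14068 genes tested, 11057 differed between the libraries labelled control and shSETD2 at an adjusted p under 0.05 in limma, with 3774 higher and 7283 lower in the shSETD2 libraries. A change over 5-fold on the log2(FPKM + 1) scale was found for 780 of these genes, with 458 higher and 322 lower. The same 780 resulted from an unadjusted p under 0.05. The pseudocount moved the number over 5-fold most. Adding 0.01 in place of 1 before taking logarithms gave 2469 genes over 5-fold, with 912 higher and 1557 lower. The scaling of the libraries moved the division into higher and lower genes. The median log2 fold change of all genes tested was -0.29 with the FPKM as deposited, -0.10 after quantile normalization and -0.01 after scaling each library by the median ratio to the geometric mean. With median ratio scaling, 10699 genes passed the threshold and 49.6% of them were higher in the shSETD2 libraries, against 34.1% with the FPKM as deposited. Between the groups, 277 genes had an FPKM of 1 or more in every shSETD2 library and under 0.1 in every control library, and 626 genes the reverse.

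The authors' deposited table compares 15120 genes, and for the 14068 genes tested here its log2 fold changes were the same as those computed. In the authors' deposited table, 11555 genes had a p-value under 0.05 and 11153 had a q-value under 0.05. A fold change over 5 with a p-value under 0.05 was listed in the authors' deposited table for 779 genes, with 457 higher and 322 lower. Supplementary Table 1 of the paper lists transcripts, not genes. The copy used here holds 989 higher and 511 lower transcripts, where the paper gives 990 and 511. Its higher transcripts belong to 696 genes and its lower transcripts to 459 genes, and 8 genes have both. Among the genes past the threshold, the largest rises were those of HIST1H1B, MT1E, CXCL1, S100A6 and HIST1H3I, and the largest falls those of XIST, IRS4, AL035425.2, ID4 and BEX4.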

Among 1,501 genes expressed, 990 genes were up-regulated, and 511 genes were down-regulated (fold change > 5) in SETD2-silenced cells (Supplementary Table 1). 

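CXCL1 (ENSG00000163739.4_2), which encodes a CXC chemokine, lies on the plus strand of chromosome 4 of GRCh37 from 74735110 to 74736959. Its FPKM was 0.0707, 0.118 and 0.0787 in control libraries 1 to 3, with a mean of 0.0890 ± 0.0252 (SD, n = 3). In shSETD2 libraries 1 to 3 it was 358.6, 368.8 and 368.6, with a mean of 365.3 ± 5.84 (SD, n = 3). The log2 fold change was 8.39 (standard error 0.039, adjusted p = 1.23e-09 from limma). Every shSETD2 library lay above every control library (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The authors' deposited table lists a 336.4-fold change for CXCL1. With so little signal in the control libraries the size of the change depends on the pseudocount, and the log2 fold change was 10.93 with a pseudocount of 0.1 and 11.88 with 0.01. Over 16 alternative settings it stayed between 8.38 and 11.88.

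Other chemokine genes of this region of chromosome 4 also differed. CXCL8 (74606223 to 74609433) rose from a mean FPKM of 0.256 to 238.4, and CXCL2 (74962752 to 74965010) from 0.646 to 203.2. CXCL3 (74902306 to 74904524) rose from 0.114 to 2.99. CXCL6 (74702214 to 74714781) was listed at 0 in all 3 control libraries and at 6.77, 7.70 and 7.56 in shSETD2 libraries 1 to 3. The adjusted p-values of these genes were between 4.60e-09 and 8.69e-06. Each had an FPKM of 1 or more on average in the shSETD2 libraries and under 1 in the control libraries. CXCL1, CXCL2 and CXCL3 are paralogs, and how the authors' quantification divided reads that match more than one of them is not known.

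**Figure D1:**
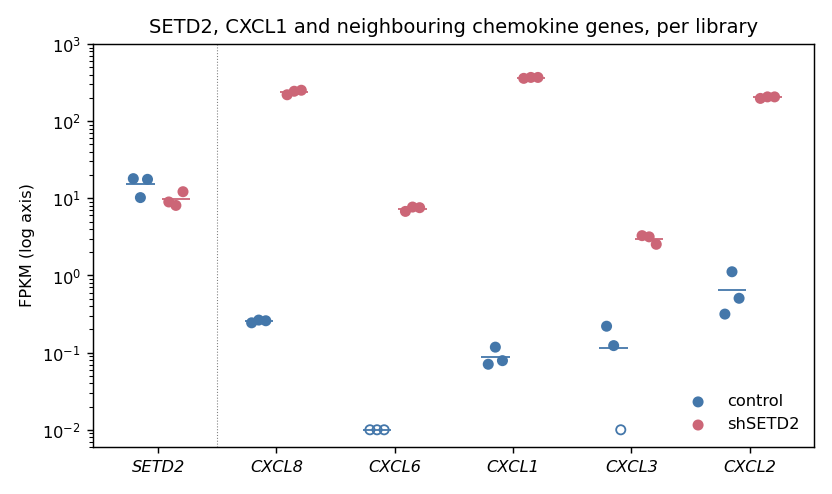
FPKM (log axis) of SETD2 and 5 chemokine genes of chromosome 4 in each library labelled control or shSETD2, with one point per library, a line at the mean of each group, and open points at 0.01 for libraries listed at 0. CXCL1 was at most 0.118 in the control libraries and at least 358.6 in the shSETD2 libraries, while the SETD2 values of the groups overlapped.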

Notably, CXCL1 was found to be significantly up-regulated upon SETD2 depletion (Figure 4A and Supplementary Figure 2), acting as an appealing downstream target of SETD2.

**Figure 4:**
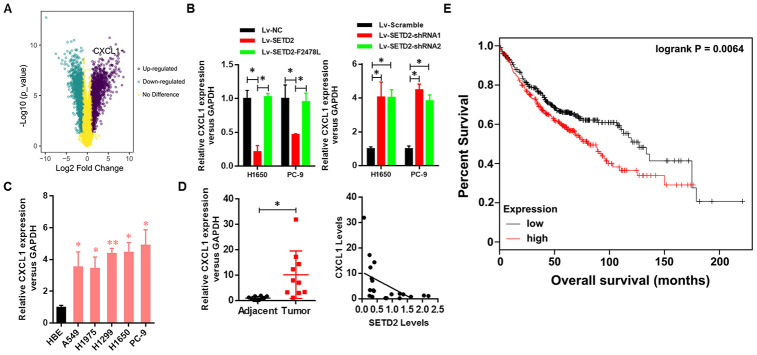
**Clinical relevance of CXCL1 in human LUAD.** (**A**) CXCL1 was up-regulated upon SETD2 depletion as indicated in volcano plot. (**B**) Real-time qPCR analysis of CXCL1 expression level upon SETD2 overexpression or depletion in H1650 and PC-9 cells. (**C**) Real-time qPCR analysis of CXCL1 expression in HBE cells and human lung cancer cell lines A549, H1975, H1299, H1650 and PC-9. (**D**) Scatter plot of CXCL1 expression levels in LUAD tumors and adjacent normal epithelial tissues (left panel). The association (by Pearson’s) between SETD2 and CXCL1 expressions in patients (right panel). (**E**) Kaplan-Meier plot of overall survival based on the CXCL1 expression index in patients (*P* values by log-rank test). *P<0.05. Two-tailed Student’s *t* test. Pearson’s correlation test was used to analysis the correlation between CXCL1 and SETD2.

To further investigate the negative regulation of SETD2 on CXCL1 in lung cancer, we examined the correlated expression between SETD2 and CXCL1. Results indicated that the CXCL1 expression was down-regulated by SETD2 overexpression in lung cancer cells H1650 and PC-9, while SETD2 deletion up-regulated the expression of CXCL1 in these two cell lines (Figure 4B). Meanwhile, the lung cancer cell lines (A549, H1975, H1299, H1650 and PC-9) showed a remarkably higher expression level of CXCL1 compared with HBE cell line (Figure 4C), showing an opposite expression pattern of SETD2 (Figure 1D).

Next, the clinical relevance of CXCL1 was assessed by analyses of human LUAD tissues and corresponding patient information. The expression of CXCL1 was elevated in tumors compared with adjacent normal lung tissues, whereas its expression was negatively correlated with SETD2 expression (Figure 4D). Kaplan-Meier analyses showed that CXCL1 overexpression was correlated with worse overall survival in patients with lung cancer (Figure 4E). Collectively, these results suggested that SETD2 negatively regulated CXCL1, which could function as a prognostic biomarker in LUAD.

### SETD2 depletion stimulates cell cycle progression

To illustrate the mechanisms by which SETD2 depletion regulated CXCL1 to aggravate LUAD progression, we conducted functional annotation of genes positively correlated with CXCL1. Both Gene ontology (GO) enrichment analysis (Figure 5A) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis (Figure 5B) indicated that “Wnt signaling pathway” was the prominently enriched gene set related to cancer progression and cell proliferation in the absence of SETD2. 

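The gene sets of GO and KEGG were not used here, and the enrichment was not repeated. In their place, 59 genes of the Wnt signaling pathway (ligands, receptors, the β-catenin destruction complex and transcription factors) were listed by hand and compared between the libraries labelled control and shSETD2. The deposited table lists 45 of these genes and 42 were tested. At an adjusted p under 0.05 in limma, 12 were higher and 24 lower in the shSETD2 libraries, and the numbers adjusted over the list alone were the same. With median ratio scaling these numbers were 16 and 20. The log2 fold changes ran from -2.41 to 3.57 with a median of -0.41. Every control library lay above every shSETD2 library for 24 genes, and the reverse held for 13, where chance gives 10% of genes without overlap but 80.9% of all genes tested were without overlap. WNT5A (ENSG00000114251.14_3, chromosome 3, 55499743 to 55524567) fell from 5.27 ± 0.266 to 0.184 ± 0.0224 FPKM (SD, n = 3). WNT7B (ENSG00000188064.9_3, chromosome 22, 46316242 to 46373009) rose from 0.369 ± 0.0186 to 15.3 ± 0.241 FPKM (SD, n = 3).

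The list was set against all other genes with the camera test of limma, using an inter-gene correlation of 0.01. The difference of its mean log2 fold change from that of the other genes was -0.10, with an adjusted p of 0.941 over the 5 lists tested. The self-contained test fry, which asks whether the genes of a list differ between the groups without regard to other genes, gave an adjusted p of 3.68e-04 toward lower expression. Fry was run only on the FPKM as deposited, where the median log2 fold change of all genes tested was -0.29 and 80.9% of them were without overlap. Passing it therefore does not set this list apart from the other genes. Over all alternatives, fry included, the adjusted p of the list ranged from 3.68e-04 to 0.982. The paper annotated genes positively correlated with CXCL1 and states that the Wnt signaling pathway was an enriched set among those related to cancer progression and proliferation.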

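CTNNB1, which encodes β-catenin (ENSG00000168036.16_3), lies on chromosome 3 of GRCh37 from 41236328 to 41301587. Its FPKM was 40.4 ± 0.840 (SD, n = 3) in the libraries labelled control and 27.8 ± 0.267 (SD, n = 3) in those labelled shSETD2. The log2 fold change was -0.53 (standard error 0.034, adjusted p = 1.49e-05 from limma), and it stayed between -0.75 and -0.18 over 11 alternative settings. WNT3 (ENSG00000108379.9_2, chromosome 17, 44839872 to 44910520) was at 2.44 ± 0.146 FPKM (SD, n = 3) in the control and 1.03 ± 0.0680 (SD, n = 3) in the shSETD2 libraries. Its log2 fold change was -0.76 (standard error 0.061, adjusted p = 3.80e-05). RAC1 (ENSG00000136238.17_2, chromosome 7, 6414154 to 6443608) was higher in the shSETD2 libraries, at 115.9 ± 1.74 FPKM (SD, n = 3) against 59.3 ± 0.757 (SD, n = 3). Its log2 fold change was 0.96 (standard error 0.030, adjusted p = 5.46e-07). For each of the 3 genes the groups did not overlap.

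Figure 5C shows 88 genes as nodes, all of which were tested. Of these, 27 were higher and 40 lower in the shSETD2 libraries at an adjusted p under 0.05, and 21 were neither. The numbers adjusted over the list alone were the same. With median ratio scaling, 40 were higher and 30 lower. As a list, the 88 genes did not stand apart from the other genes (camera, adjusted p = 0.941 over the 5 lists tested, with a range from 0.0744 to 0.982 over the alternatives). Within the shSETD2 libraries, the FPKM of CXCL1 spanned a range of 2.79% of its mean, and library 3 lay at 0.987 of the way from library 1 to library 2. Of the other 87 genes of the network, 86 also rose from library 1 to library 2 and had library 3 within 0.1 of this position, and SETD2 was the exception. Of all 14067 other genes tested, 289 (2.05%) did so. In the control libraries, 3 of the 87 genes lay within 0.1 of the position of CXCL1, against 3.52% of all genes. CXCL1 was at most 0.118 FPKM there, so its order across the control libraries may be noise and this count is no fair comparison.

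**Figure D2:**
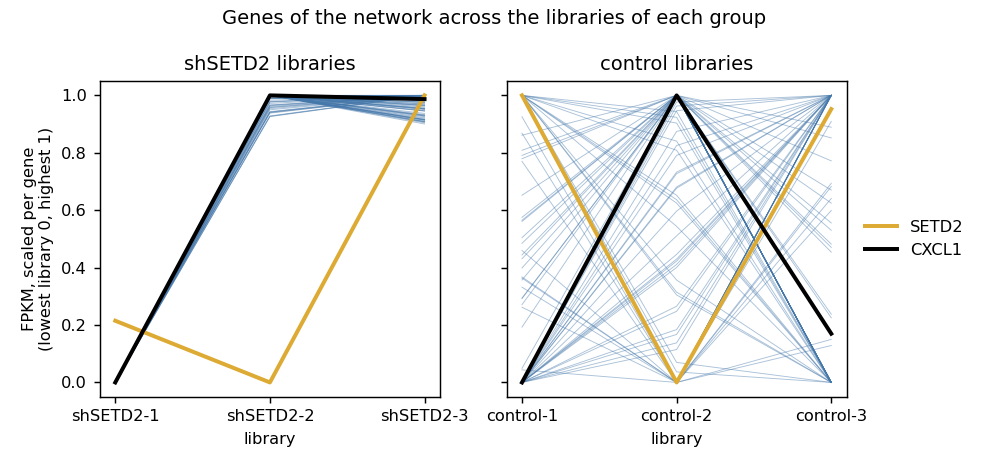
FPKM of the 88 genes of the network in the shSETD2 libraries (left) and the control libraries (right), scaled for each gene so that its lowest library is 0 and its highest is 1, with one line per gene. In the shSETD2 libraries, 86 of 87 genes follow CXCL1 and SETD2 does not, while in the control libraries 3 genes follow it. CXCL1 was at most 0.118 FPKM in the control libraries, so its order across them may be noise.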

More importantly, gene co-expression network analysis emphasized the crucial roles of CTNNB1, WNT3 and RAC1 (Figure 5C). To further confirm the regulatory mechanism of SETD2 on cell cycle progression, we examined the expressions of G1 phase checkpoints and found that Cyclin D1 and Cyclin E1 were significantly up-regulated in SETD2-silenced H1650 and PC-9 cells (Figure 5D), whereas they were suppressed in wildtype SETD2-ovexpressing H1650 and PC-9 cells (Figure 5D). Therefore, these findings implicated that SETD2 depletion altered the cell cycle progression to accelerate LUAD progression.

**Figure 5:**
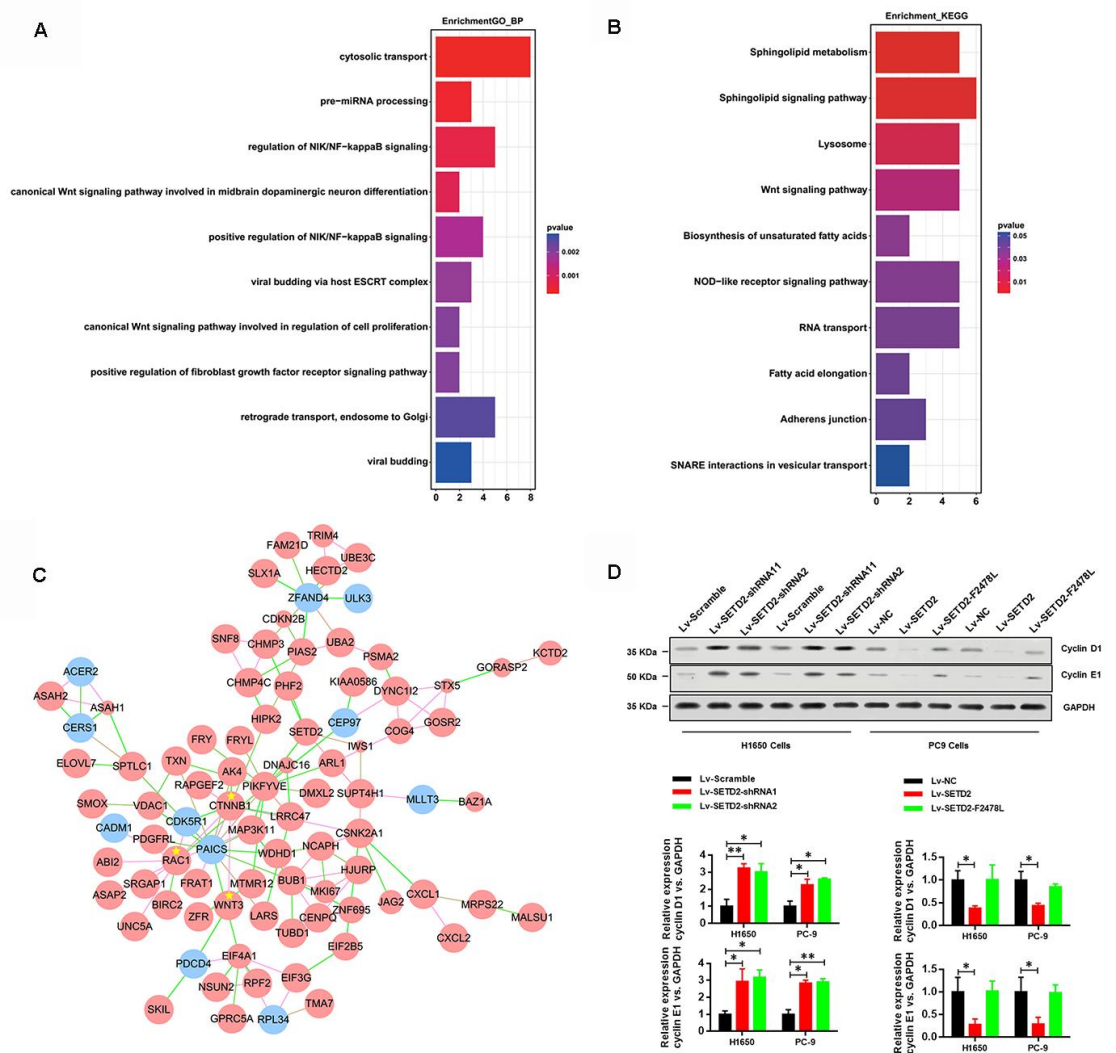
**SETD2 suppressed cell cycle progression.** (**A**) GO and (**B**) KEGG analysis showed the altered pathways in the absence of SETD2. (**C**) Gene co-interaction network identified crucial roles of CTNNB1, WNT3 and RAC1 in lung cancer which were marked by asterisks. Green lines represented the negative regulation between two genes, and red lines represented positive regulation. (**D**) Protein levels of G1 phase checkpoints Cyclin D1 and Cyclin E1 upon SETD2 overexpression or knockdown in H1650 and PC-9 cells. Quantitative results were shown on the right. *P<0.05. Two-tailed Student’s *t* test.

### SETD2-catalyzed H3K36me3 interacts with CXCL1 promoter to regulate CXCL1 transcription

As aforementioned, SETD2 catalyzed the trimethylation of lysine 36 on histone 3 to regulate gene transcription and was implicated in RNA splicing during gene transcription. Therefore, we sought to answer how SETD2 regulates CXCL1 expression. Figure 6A shows that four truncations of CXCL1 promoter were amplified and cloned into pGL3-basic vectors for luciferase reporter assays. Results demonstrated that SETD2 ablation significantly increased the expressions of -2.5 k and -2.0 k CXCL1 promoter regions, while no changes were observed in the expressions of -1.5 k and -1.0 k CXCL1 promoter regions (Figure 6A), suggesting that SETD2 negatively regulated CXCL1 expression *via* its -2.0 k~-1.5 k promoter region.

**Figure 6:**
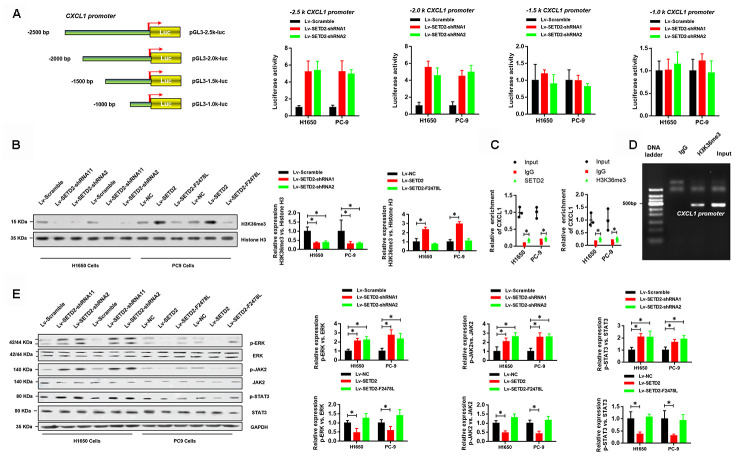
**SETD2-catalyzed H3K36me3 interacts with CXCL1 promoter to regulate CXCL1 transcription.** (**A**) A schematic diagram showing the CXCL1 promoter luciferase reporter vectors with four distinct promoter regions, which then were co-transfected with Lv-SETD2-shRNA1, Lv-SETD2-shRNA2, or Lv-Scramble into H1650 and PC-9 cells and subjected to luciferase activity assays. (**B**) Western blotting analyses of H3K36me3 levels upon SETD2 overexpression or depletion in H1650 and PC-9 cells. Quantitative results were indicated on the right panel. (**C**) ChIP-qPCR assays of SETD2 and H3K36me3 in CXCL1 gene. (**D**) ChIP assay of H3K36me3 in CXCL1 promoter. (**E**) Western blotting analyses of phosphorylated and total protein level of ERK, JAK2 and STAT3 upon SETD2 overexpression or depletion in H1650 and PC-9 cells. Quantitative results were indicated on the right panel. *P<0.05, **P<0.01. Two-tailed Student’s *t* test.

Next, we examined whether SETD2-catalyzed H3K36me3 was associated with CXCL1 expression. Western blotting analyses were performed using cell lysates from H1650 and PC-9 cells with or without SETD2 overexpression or depletion. Results indicated that the H3K36me3 level was significantly increased or reduced upon SETD2 overexpression and ablation, respectively (Figure 6B). Moreover, independent ChIP-qPCR experiments in H1650 and PC-9 cells using antibodies against SETD2 and H3K36me3 showed that SETD2 and H3K36me3 were present at CXCL1 gene loci (Figure 6C). In addition, DNA gel electrophoresis results showed enrichment of CXCL1 promoter in anti-H3K36me3 ChIP assays (Figure 6D). Furthermore, SETD2 silence dramatically activated the signaling of ERK and JAK/STAT3 signaling pathways, which were indicated by the elevated level of phosphorylated ERK, JAK2 and STAT3 (Figure 6E). Taken together, these results revealed that SETD2-catalyzed H3K36me3 interacted with CXCL1 promoter to regulate its transcription and downstream signaling pathways.

### SETD2-CXCL1 axis inhibits the cell proliferation ability and cell cycle in LUAD cells *in vitro* and *in vivo*

We next evaluated the critical role of CXCL1 in the SETD2-overexpression or deficiency LUAD cells. First, we detected the effect of exogenous CXCL1 treatment in SETD2 overexpressed LUAD cells, compared with vector control LUAD cells. As shown in Figure 7A, 7B, the SETD2-impaired cell viability and colony formation ability of LUADs were obviously rescued by exogenous CXCL1 treatment. Similarly, the decreased G2-M phases caused by SETD2 overexpression eventually rose again, with the S phase relatively decreased (Figure 7E). On the contrary, endogenous CXCL1 neutralization by Anti-CXCL1 antibody significantly suppressed the cell viability and colony formation of LUAD cells (Figure 7C, 7D). Cell cycle analysis also suggested that endogenous CXCL1 neutralization reversed the enhanced G2-M phase and reduced S phase caused by SETD2 deficiency (Figure 7F).

**Figure 7:**
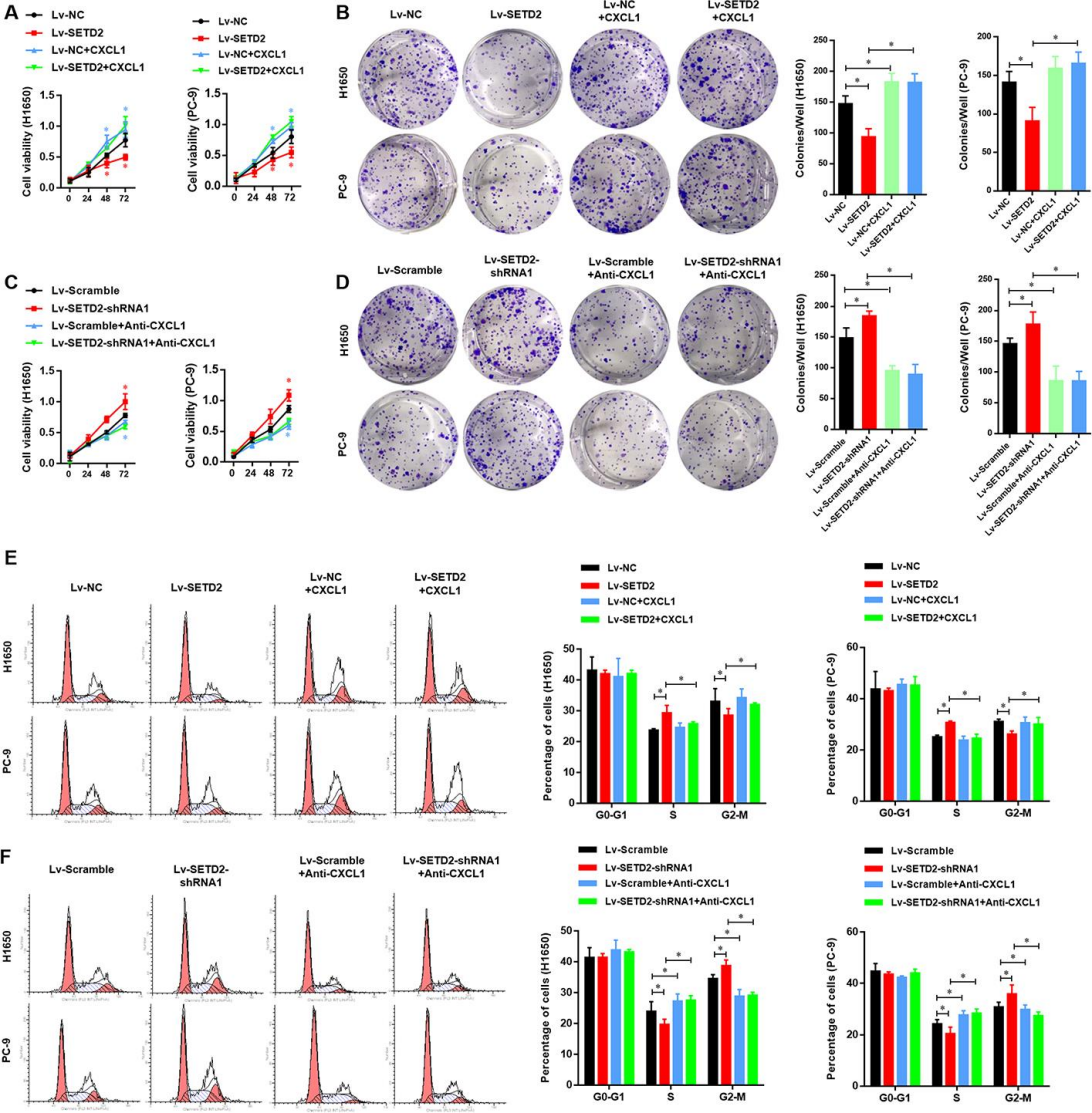
**SETD2-CXCL1 axis inhibits the cell proliferation ability and cell cycle in LUAD cells *in vitro*.** (**A**) Cell proliferation and colony formation assay (**B**) evaluated the effect of exogenous CXCL1 treatment in SETD2 overexpressed LUAD cells, compared with vector control LUADs cells. (**C**) Cell proliferation and colony formation assay (**D**) evaluated the effect of endogenous CXCL1 neutralization by Anti-CXCL1 antibody in SETD2 deficiency LUAD cells, compared with vector control LUADs cells. (**E**) Cell cycle analysis of the effect of exogenous CXCL1 treatment in SETD2 overexpressed LUAD cells, compared with vector control LUADs cells. (**F**) Cell cycle analysis of the effect of endogenous CXCL1 neutralization by Anti-CXCL1 antibody in SETD2 deficiency LUAD cells, compared with vector control LUADs cells. *P<0.05. One-way ANOVA with Dunn’s multiple-comparisons test.

We further validated the regulatory relationship between SETD2 and CXCL1 in nude mice xenograft model. SETD2 and CXCL1 were ectopically overexpressed separately or simultaneously in H1650 cells to establish the SETD2-overexpressing (Lv-SETD2), CXCL1-overexpressing (Lv-CXCL1) and SETD2/CXCL1 double overexpressing (Lv-SETD2+CXCL1) H1650 cells, which were subcutaneously injected to nude mice. Xenograft assays showed that SETD2 overexpression dramatically reduced tumor growth compared with the control group (Figure 8A), while CXCL1 overexpression reversed tumor volume (Figure 8B) and weight (Figure 8C) regardless of the SETD2 expression level. H&E staining and IHC staining confirmed the expression levels of SETD2 and CXCL1 in these tumors (Figure 8D). Furthermore, we confirmed the regulatory mechanism of SETD2 on cell cycle progression *via* evaluating the expressions of G1 phase checkpoints (Cyclin D1 and Cyclin E1). We found that Cyclin D1 and Cyclin E1 were significantly down-regulated in wildtype SETD2-overexpressed xenograft tumors (Figure 8E), whereas they were elevated after CXCL1 overexpressed (Figure 8E). Consistent with the *in vitro* data, the overexpression of SETD2 or CXCL1 showed no effect on the apoptosis of H1650 cells *in vivo*, as indicated by TUNEL assay (Figure 8F). These results suggested the modulatory effects of SETD2/CXCL1 axis on tumor growth in LUAD.

**Figure 8:**
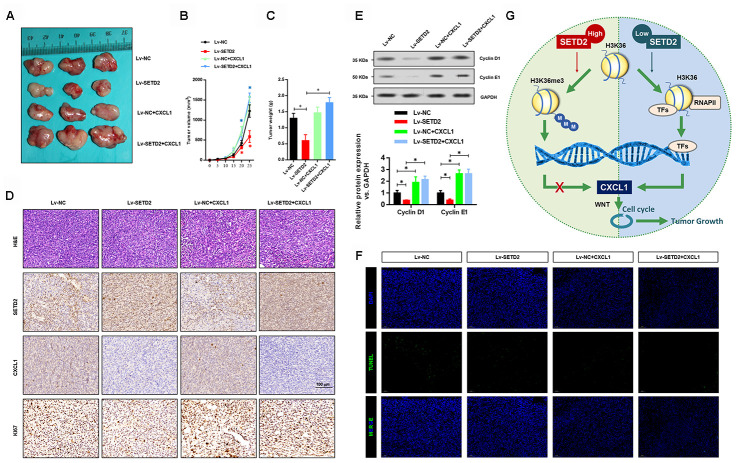
**SETD2 impairs lung cancer cell growth *in vivo*.** (**A**) A representative image of tumor volume of control and SETD2-overexpressing H1650 cells with or without CXCL1 overexpression. (**B**) Measurement of subcutaneous tumor growth of control and SETD2-overexpressing H1650 cells with or without CXCL1 overexpression. (**C**) Subcutaneous tumors were excised and weighed after mice were sacrificed. (**D**) H&E, SETD2 and CXCL1 staining of subcutaneous tumors of control and SETD2-overexpressing H1650 cells with or without CXCL1 overexpression. Scale bars: 50 μm. (**E**) Protein levels of G1 phase checkpoints Cyclin D1 and Cyclin E1 upon SETD2 or CXCL1 overexpression in H1650 cells generated xenograft tumors. (**F**) Apoptosis levels in the H1650 cells generated xenograft tumor were evaluated by TUNEL assay. (**G**) Graphic model of SETD2 functions in LUAD. SETD2-catalyzed H3K36me3 recruited specific transcription factors to negatively regulate CXCL1 transcription, in which activation of CXCL1 facilitated cell cycle progression, whereas inactivation of CXCL1 led to tumor growth suppression. *P<0.05, **P<0.01. One-way ANOVA with Dunn’s multiple-comparisons test.

## DISCUSSION

Cancer cells acquire molecular changes in a different way from those in normal cells, potentially exposing them to new epigenetic vulnerabilities [18]. Therefore, important epigenetic regulators can be implicated as potential therapeutic targets. SETD2 and its catalyzed H3K36me3 play crucial roles in maintaining chromosome integrity and regulating gene transcription [19–22]. SETD2 is frequently mutated or deleted in spectrum of human cancers [23–28]. In the present study, we found that SETD2 was significantly decreased in LUAD. SETD2 depletion greatly up-regulated CXCL1 *via* its enzymatic activity in catalyzing H3K36me3, which stimulated Wnt-dependent cell cycle progression and promoted tumorigenesis (Figure 8E).

Previous studies using murine models have revealed that activation of Wnt signaling is associated with initiation and progression of lung cancer [29]. Several Wnt pathway molecules have been elevated in LUAD, such as WNT1, WNT2, WNT3 and β-catenin [30–32]. 

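A list of 20 genes induced by canonical Wnt signaling was compared in the same libraries. The deposited table lists 18 of them and 16 were tested, of which 6 were higher and 9 lower in the libraries labelled shSETD2 at an adjusted p under 0.05 in limma. Adjusted over the list alone, 10 were lower. AXIN2 (ENSG00000168646.12_3) was at 2.51 ± 0.425 FPKM (SD, n = 3) in the control libraries and 0.188 ± 0.0987 (SD, n = 3) in the shSETD2 libraries, with a log2 fold change of -1.56 (standard error 0.11, adjusted p = 1.92e-05). LEF1 (ENSG00000138795.9_2) was at 4.44 ± 0.602 FPKM (SD, n = 3) and 0.325 ± 0.0776 (SD, n = 3), with a log2 fold change of -2.03 (standard error 0.099, adjusted p = 3.68e-06). The largest rise was that of CD44 (ENSG00000026508.17_4), from 0.0975 ± 0.0192 to 104.5 ± 2.26 FPKM (SD, n = 3). The median log2 fold change of the list was -0.68, and its mean lay 0.49 above that of the other genes. In the camera test the adjusted p was 0.941. The sign of this test was reversed with no filter on low values (adjusted p = 0.792), with median ratio scaling (0.574) and without control replicate 1 (0.936). The list passed the threshold toward higher expression with fry (adjusted p = 1.03e-04), which does not compare it with the other genes.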

In line with these results, our RNA-Seq analysis revealed that Wnt signaling pathway and its related key molecules were implicated in tumorigenesis upon SETD2 depletion. Although our results indicated that SETD2 exerted its function in a manner largely dependent on canonical Wnt signaling, several other important signaling pathways (e.g. NF-κB signaling and cytosolic transport process) were also altered in the absence of SETD2. Therefore, other signaling pathways might also contribute to the impact of SETD2 on tumorigenesis.

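A list of 25 NF-κB components (subunits, inhibitors, kinases and adaptors) was compared between the libraries labelled control and shSETD2, and all 25 were tested. At an adjusted p under 0.05 in limma, 19 were higher and 3 lower in the shSETD2 libraries, and the numbers adjusted over the list alone were the same. With median ratio scaling, 19 were higher and 2 lower. The log2 fold changes had a median of 1.10 and ran from -1.15 for CHUK to 4.66 for BIRC3. NFKBIA (ENSG00000100906.10_2, chromosome 14, 35870717 to 35873955) rose from 8.14 ± 0.209 to 71.8 ± 1.65 FPKM (SD, n = 3). NFKB2 (ENSG00000077150.18_3, chromosome 10, 104153867 to 104162286) rose from 7.86 ± 0.251 to 38.8 ± 1.42 FPKM (SD, n = 3), and RELB from 1.54 ± 0.154 to 16.4 ± 3.31 FPKM (SD, n = 3). Set against all other genes with camera, the list was higher in the shSETD2 libraries with an adjusted p of 1.31e-06. The call held in camera with the inter-gene correlation estimated from the libraries (adjusted p = 0.0229). The list also passed with fry (adjusted p = 5.10e-07), which does not compare it with the other genes. Genes of cytosolic transport were not analysed here.

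**Figure D3:**
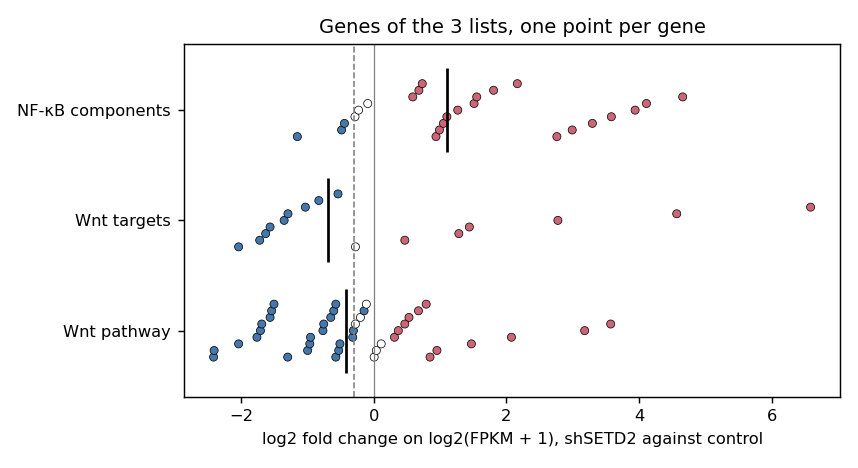
Log2 fold change on log2(FPKM + 1) of each gene tested in the lists of NF-κB components (25 genes), Wnt targets (16) and the Wnt pathway (42), with filled points for adjusted p under 0.05 (red higher, blue lower in shSETD2), open points for the others, a bar at the median of each list and a dashed line at the median of all genes, -0.29. The medians of the lists are 1.10, -0.68 and -0.41.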

Chemokines and their receptors play important roles in different biological processes, such as inflammation, immune responses and angiogenesis [33]. Penetration of inflammatory cells and chemokines into tumors is regarded as an important gist for clinical prognosis of cancer [34]. The chronic inflammation in many organs, like gastrointestinal, prostate, lung and bladder, can increase the risks of cancer and promote the cancer progression [35–39]. Chemokine CXCL1 is a monomeric protein of chemotaxis cytokines, which specifically binds to its receptor CXCR2 [40] and has been reported to promote tumor growth and metastasis in various cancers. There is no CXCL1 expression in normal melanin cells, while the sustained expression of CXCL1 promotes malignant transformation and tumor growth of melanoma *via* autocrine, as well as microvascular growth into tumors in paracrine fashion [41–44]. Additionally, CXCL1 is abnormally up-regulated in many other cancers, such as colorectal cancer, breast cancer, bladder cancer and epithelial ovarian cancer [45–48]. Our results were consistent with these previous studies, in which the CXCL1 expression was up-regulated by SETD2 depletion in LUAD. Moreover, the elevated CXCL1 levels affected cell cycle progression and promoted cancer cell proliferation and colony formation.

Our results indicated that SETD2 and its catalyzed H3K36me3 interacted with CXCL1 promoter to regulate the CXCL1 expression. It is widely reported that H3K36me3 facilitates transcription [49], while in this study, we initially showed that SETD2 mediated H3K36me3 suppressed the expression of CXCL1. Nevertheless, the transcription factors involved remained undetermined here. According to previous reports, several transcription factors have participated in the regulation of CXCL1 expression, such as Sp1, NF-κB and HMGI (Y), which interact with corresponding *cis*-acting elements to stimulate CXCL1 promoter activity [50]. In our GO analysis using differentially expressed genes between control and SETD2-silenced H1650 cells, “positive regulation of NF-κB signaling” was enriched, which could partially explain how SETD2 regulated CXCL1 transcription.

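In the same libraries, NFKB1 (ENSG00000109320.11_3, chromosome 4, 103422486 to 103538459) rose from 3.96 ± 0.0686 FPKM (SD, n = 3) in control to 13.6 ± 0.296 (SD, n = 3) in shSETD2. Its log2 fold change was 1.56 (standard error 0.044, adjusted p = 3.51e-07 from limma). RELA (ENSG00000173039.18_3, chromosome 11, 65421067 to 65430565) rose from 8.07 ± 0.778 to 17.1 ± 1.62 FPKM (SD, n = 3), a log2 fold change of 0.99 (standard error 0.092, adjusted p = 7.98e-05). HMGA1 (ENSG00000137309.19_2), which encodes HMGI (Y), rose from 58.9 ± 13.6 to 265.8 ± 15.0 FPKM (SD, n = 3), with a log2 fold change of 2.18 (standard error 0.17, adjusted p = 3.41e-05). SP1 (ENSG00000185591.9_3) was at 28.9 ± 3.67 FPKM (SD, n = 3) in control and 27.9 ± 0.285 (SD, n = 3) in shSETD2, and its log2 fold change of -0.04 did not hold up against the replicates (standard error 0.091, adjusted p = 0.700). The sign for SP1 was reversed with median ratio scaling (0.30, adjusted p = 0.0203). Control library 3 decided its value, since without this library the log2 fold change was -0.15 with an adjusted p of 0.0196. Of a list of 25 NF-κB target genes, CXCL1 included, the deposited table lists 21, and all 21 were higher in the shSETD2 libraries. For each of the 21, every shSETD2 library lay above every control library. Chance gives 10% of genes without overlap in either direction, but 80.9% of all genes tested were without overlap. Every shSETD2 library lay above every control library for 27.9% of all genes tested, and the reverse held for 53%. The median log2 fold change of the 21 genes was 4.70. TNF was at 0.0634, 0 and 0.122 FPKM in control libraries 1 to 3 and at 109.9, 103.5 and 112.2 in shSETD2 libraries 1 to 3. IL6 was listed at 0 in all control libraries and at 179.1, 174.5 and 185.2 in the shSETD2 libraries.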

In summary, our findings highlighted the inhibitory effects of SETD2 in LUAD with potential implications for cancer intervention. Moreover, our results established a role for SETD2- or H3K36me3-mediated cell growth aberration in tumorigenesis and might provide guidance for further understanding the molecular mechanisms associated with SETD2 deficiency.

## MATERIALS AND METHODS

### TCGA dataset

The gene expression profile of LUAD patients was downloaded from the TCGA database (https://portal.gdc.cancer.gov/), including 513 tumor samples and 59 normal samples. The gene expression levels were quantified as FPKM (fragments per kilobase per million mapped reads) by normalizing the mRNA length and library size after the read counts were generated using TopHat and HTSeq-count. To enable the log2 transformation, the zero values of the expression data were replaced with the minimum nonzero FPKM values. The differential expression of the genes between the two groups was defined as *P* < 0.05.

### LUAD tissue specimens

A total of 20 paired human LUAD and adjacent normal epithelial tissues were acquired from the Third Affiliated Hospital of Soochow University between 2014 and 2017. Tissue specimens were obtained through surgey and stored in liquid nitrogen at -80° C. All human tissue-related experiments were approved by the Ethical Committee of the Third Affiliated Hospital of Soochow University. Written informed consents were obtained from all patients before surgery.

### Expression plasmids and siRNA

The full-length human SETD2 and CXCL1 cDNAs were cloned into pLVX-IRES-Puro vector (Clontech) to generate SETD2 and CXCL1 expression plasmids, respectively. The siRNA targeting SETD2 was purchased from GenePharma. Three independent shRNA expression plasmids targeting SETD2 were generated by cloning annealed shRNA oligonucleotides into the PLKO.1-TRC vector. The shRNA sequences were listed as follows: shSETD2-1 forward: 5′-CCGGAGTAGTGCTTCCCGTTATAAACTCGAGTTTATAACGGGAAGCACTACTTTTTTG-3′, reverse: 5′-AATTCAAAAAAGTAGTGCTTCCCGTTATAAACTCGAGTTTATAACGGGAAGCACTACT-3′; shSETD2-2 forward: 5′-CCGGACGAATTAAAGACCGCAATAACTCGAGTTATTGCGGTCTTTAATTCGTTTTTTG-3′. reverse: 5′-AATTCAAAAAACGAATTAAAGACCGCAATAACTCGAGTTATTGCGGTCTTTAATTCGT-3′; shSETD2-3 forward: 5′-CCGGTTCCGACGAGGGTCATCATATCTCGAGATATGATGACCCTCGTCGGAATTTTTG-3′; reverse: 5′-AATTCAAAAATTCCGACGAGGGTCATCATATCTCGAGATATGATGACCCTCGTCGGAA-3′.

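The 21 bases of each construct that match SETD2 were located in GRCh37, where each has 1 perfect match in the 25 chromosomes searched. The target of shSETD2-1, AGTAGTGCTTCCCGTTATAAA, lies on the minus strand of chromosome 3 from 47164458 to 47164478. It is in the coding sequence of exon 3 of 21 of the transcript ENST00000409792.4_8, starting at base 1837, and its GC content is 38.1%. With 15 bases on either side the reference reads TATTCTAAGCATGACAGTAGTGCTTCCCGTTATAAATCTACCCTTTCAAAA. The target of shSETD2-2, ACGAATTAAAGACCGCAATAA, lies from 47098930 to 47098950 in the coding sequence of exon 15, starting at base 6513 of the transcript, with a GC content of 33.3%. Its surrounding sequence is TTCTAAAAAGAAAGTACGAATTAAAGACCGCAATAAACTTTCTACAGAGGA. The target of shSETD2-3, TTCCGACGAGGGTCATCATAT, lies from 47164491 to 47164511, also in the coding sequence of exon 3, starting at base 1804, with a GC content of 47.6%. Its surrounding sequence is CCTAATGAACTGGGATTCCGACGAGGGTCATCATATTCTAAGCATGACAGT. The targets of shSETD2-1 and shSETD2-3 lie side by side in exon 3 and occur in 7 annotated transcripts, while that of shSETD2-2 occurs in 21. Which of these constructs each sequenced library received is not stated in the text of the paper.

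**Figure D4:**
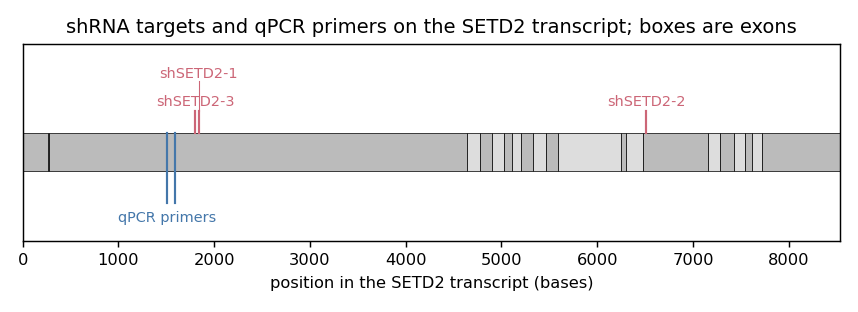
Map of the SETD2 transcript of 8541 bases with its 21 exons as boxes, the targets of the 3 shRNA constructs (above) and the qPCR primers (below), with position in bases on the horizontal axis. The targets start at bases 1804 and 1837 in exon 3 and at base 6513 in exon 15.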

### Cell lines and cell culture

All cells used in this study were obtained from the Chinese Cell Bank of the Chinese Academy of Sciences (Shanghai, China). Human bronchial epithelial (HBE) cells and human lung cancer cells A549, H1975, H1299, H1650 and PC-9 were maintained in RPMI-1640 culture medium supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin (P/S) solution. Lentivirus was used to establish individual stable cell lines. siRNA duplexes targeting SETD2 (100 nM) and corresponding negative control (NC) oligonucleotides were transfected into cells using Lipofectamine 3000 (Invitrogen) according to the manufacturer’s instructions.

Cell proliferation assay was performed using CellTiter 96® Non-Radioactive Cell Proliferation Assay (MTT) kit (Promega) according to the manufacturer’s instructions. Briefly, cells were seeded into a 96-well plate (100 μL/well) at a density of 1×10^4^ cells/mL and cultured at 37° C in an incubator containing 5% CO_2_. Each well was added with 10 μL MTS solution and then incubated at 37° C for 2 h. The spectrophotometric absorbance at 590 nm was determined for each sample. All the experiments were performed in triplicate.

For soft agar colony formation assays, cells were suspended in RPMI-1640 containing 0.35% low-melting agar (Invitrogen) and 10% FBS and seeded onto a coating of 0.8% low-melting agar in RPMI1640 containing 10% FBS. Plates were incubated at 37° C in a humidified atmosphere containing 5% CO_2_. Colonies were counted after 3 or 4 weeks of culture. Each experiment was conducted in triplicate.

### RNA extraction and real-time qPCR

Total RNA was extracted using TRIzol reagent according to the manufacturer’s instructions. Next, 1 μg of purified RNA was reversely transcribed into first-strand cDNA using Superscript II (Invitrogen). Syber Green Universal Master Mix reagent (Roche) and primer mixtures were used for the real-time qPCR. GAPDH was used as the housekeeping gene. The primer sequences used for real-time qPCR were as follows: SETD2 forward: 5′-ATCGAGAGAGGACGCGCTATT-3′, reverse: 5′-AGGTACGCCTTGAGTATGTCTT-3′; CXCL1 forward: 5′-AGCTTGCCTCAATCCTGCATCC-3′; reverse: 5′-TCCTTCAGGAACAGCCACCAGT-3′.

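Each primer has 1 perfect match in GRCh37. The SETD2 primers lie in exon 3 on chromosome 3, the forward primer from 47164787 to 47164807 and the reverse primer from 47164706 to 47164727, and amplify 102 bases of the coding sequence without crossing an intron. The CXCL1 forward primer lies in the coding sequence of exon 3 of 4 on chromosome 4 from 74735647 to 74735668, and the reverse primer in the 3′ untranslated part of exon 4 from 74736275 to 74736296. Their product spans 119 bases of the transcript ENST00000395761.4_3 and crosses the intron between these exons.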

### Western blotting analysis

Total proteins were extracted and subjected to SDS-PAGE. SETD2 antibody (Invitrogen), Cyclin D1 antibody (Cell Signaling Technology), Cyclin E1 antibody (Abcam), and H3K36me3 antibody (Cell Signaling Technology), phos-ERK antibody (Santa Cruz Biotechnology), ERK (Santa Cruz Biotechnology), phos-JAK2 (Santa Cruz Biotechnology), JAK2 (Santa Cruz Biotechnology), phos-STAT3 (Abcam) and STAT3 (Abcam) were used at a dilution of 1:2,000. H3 (Cell Signaling Technology, 1:2,000) and GAPDH (Santa Cruz Biotechnology, 1:2,000) were used as loading controls.

### Cell cycle analysis

Cells were digested by 0.25% trypsin when they were in their logarithmic growth phase, followed by centrifugation at 1,000 rpm for 5 min to obtain the cell pellet. After fixed in pre-cooled 70% ethanol at –20° C overnight, propidium iodide (PI) was added into cells. Cell cycle phases were examined by flow cytometry (Beckman). Each experiment was conducted in triplicate.

### Reporter vector construction and luciferase reporter assays

Four CXCL1 promoter truncations containing respective -2.5 k, -2.0 k, -1.5 k and -1.0 k regions of CXCL1 promoter were amplified and cloned into pGL3-basic vectors (Promega) to conduct specific CXCL1 promoter-luciferase reporter vectors.

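The text of the paper does not give the zero point of these truncations. Counted back from the annotated start of CXCL1 on the plus strand of chromosome 4 of GRCh37, at 74735110, the -2.5 k region starts at 74732610, the -2.0 k region at 74733110, the -1.5 k region at 74733610 and the -1.0 k region at 74734110. All end at 74735109. Their GC content rises toward the gene, from 42.3% over the longest region to 45.6%, 50.5% and 53.5% over the shorter ones. The 500 bases from 74733110 to 74733609, which the -2.0 k region has and the -1.5 k region lacks, have a GC content of 30.8% and 2 CpG dinucleotides. This stretch begins with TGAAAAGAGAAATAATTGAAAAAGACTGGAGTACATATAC and ends with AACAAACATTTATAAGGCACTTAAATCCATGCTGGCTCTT. It contains no NF-κB motif (GGGRNNYYCC) and no Sp1 GC box (GGGCGG) on either strand. The motif GGGAATTTCC lies from 74735031 to 74735040 on the plus strand, 70 bases before the start of the gene, and overlaps GGGAAATTCC on the minus strand from 74735032 to 74735041, so all 4 truncations contain both. All 4 also contain 2 GC boxes. The nearest annotated protein-coding genes upstream are PF4V1, which ends 14910 bases before CXCL1, and CXCL6, which ends 20329 bases before it.

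**Figure D5:**
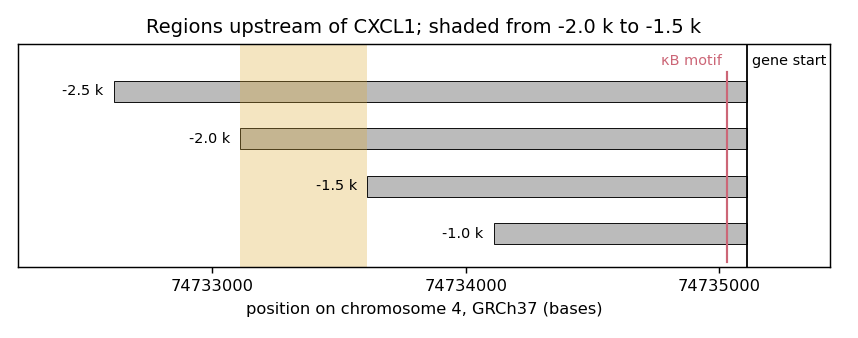
Positions on chromosome 4 of GRCh37 of the -2.5 k, -2.0 k, -1.5 k and -1.0 k regions, drawn as bars up to the annotated start of CXCL1 at 74735110, with the stretch from -2.0 k to -1.5 k shaded and the NF-κB motif as a line. The motif at 74735031 lies within all 4 regions and outside the shaded stretch.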

The siNC or siSETD2 was co-transfected with distinct CXCL1 promoter reporter vector into H1650 and PC-9 cells using Lipofectamine 3000 (Invitrogen). The luciferase activity was determined at 48 h after transfection using the Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer’s instructions. Each experiment was performed in triplicate.

### RNA-seq and data analysis

Total RNA from H1650 cells with or without SETD2 depletion was subjected to HiSeq RNA-Seq. Transcriptome reads from RNA-Seq experiments were mapped to the reference genome (hg19) using Hisat2 software. The gene expression level was quantified by the Ballgown package. *P* < 0.05 was considered statistically significant. The differentially expressed genes were subsequently analyzed for the enrichment of biological pathways using the ClusterProfiler package. Gene interaction network analysis was performed using STRING website (https://string-db.org/) and Cytoscape software (3.6.0). The RNA-seq data is available from the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE150809.

### Chromatin immunoprecipitation (ChIP) assays

The ChIP assays were performed using the Magnetic ChIP kit (Millipore) according to the manufacturer’s instructions. Briefly, H1650 and PC-9 cells were fixed by 1% formaldehyde, fragmented by a combination of MNase and sonication. SETD2 (Active Motif) and H3K36me3 (Active Motif) antibodies were then used for immunoprecipitation. After washing and reverse-crosslinking, the precipitated DNA was amplified by CXCL1 promoter primers and then quantified by the Step-One Plus Real-Time PCR System and DNA gel electrophoresis.

### Immunohistochemistry (IHC) assays

Tumors from xenograft models were collected and then embedded by paraffin after fixed by 4% PFA. IHC analyses were performed using specific anti-SETD2 (Invitrogen) and anti-CXCL1 (Abcam) antibodies.

### Tumor xenografts

BALB/c nude mice (5 weeks old) were purchased from SLAC Animal Center (Shanghai, China) and then used for xenograft tumor model. The animal-related experiments were approved by the Institutional Animal Care and Use Committee of the Third Affiliated Hospital of Soochow University. H1650 cells were subcutaneously injected to nude mice, and then tumor volumes were monitored every 5 days. Tumor volumes were estimated by length and width and calculated using the following formula:

Tumor volume = (length * width^^2^)/2

About 1 month later, the nude mice were sacrificed, and then tumors were excised, pictured, and weighed.

### Statistical analysis

All experiments were performed in triplicate. GraphPad Prism 8.0 was used for statistical analyses. Data in all figures were presented as the mean ± SEM. Pearson correlation coefficients were used to evaluate the relationship between the expressions of SETD2 and CXCL1. Cox proportional hazards regression model and multivariate Cox proportional hazards model analyses were performed with the statistical software SPSS 22.0. Statistical significance was determined by multiple *t*-test, one-way ANOVA, two-way ANOVA, Pearson correlation coefficients or log-rank test. For computing gene signature scores based on expression profiling data from H1650 cells, genes were first z-normalized to the SD from the median across the cell samples, and the average of the z-normalized values for all the genes in the signature was used to represent the signature score for each sample profile. Survival rates were calculated using the Kaplan-Meier method and differences between survival curves were examined using a log-rank test. For all statistical tests, the 0.05 level of confidence (two-sided) was accepted for statistical significance.

### Ethics approval and consent to participate

All procedures followed were in accordance with the ethical standards of the Third Affiliated Hospital of Soochow University and obtained written informed consents from all the participants.

## Supplementary Material

Supplementary Figures

Supplementary Table 1

How the deposited data were processed for this re-analysis (not part of the article)

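Gene expression was measured by RNA-seq in 6 libraries labelled as the lung adenocarcinoma cell line H1650, 3 of them control and 3 shSETD2. The samples of the other experiments of the paper (western blots, qPCR, ChIP, reporter assays, xenografts and patient data) were not analysed here. The authors mapped the reads to hg19 (GRCh37) with Hisat2 and quantified genes with Ballgown, and they deposited the FPKM of each gene in each library. The versions of these tools and the filter that chose the listed genes are not named in the text of the paper. A second deposited table repeats the FPKM values and adds the authors' comparison of the groups for 15120 genes. In it, the authors give the mean of log2(FPKM + 1) in each group, the log2 fold change as the difference of these means, the fold change as a ratio, and the p-value of an F-statistic with its q-value. All columns of per-library values in the deposited tables could be matched to a library by name. Gene names and positions in GRCh37 were taken from the deposited tables, and sequences, exons and neighbouring genes from the reference genome and its annotation for the same build.

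Library size cannot be read from FPKM, since low values were not whole multiples of one step. The number of fragments behind each value, and with it the counting error, is therefore unknown, and the precision of each value is given only by the spread over 3 libraries. The tables list 15897 genes, of which 122 are at 0 in all 6 libraries. Between 602 and 653 genes are at 0 in a control library, and between 1189 and 1227 in an shSETD2 library. A gene at 0 is described as listed at 0, with no fold change. The 777 genes that the authors left out of their comparison have a mean FPKM of at most 0.483.

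Genes with a mean FPKM of at least 0.5 over the 6 libraries (14068 genes) were tested on log2(FPKM + 1) with lmFit and eBayes with an intensity trend of limma 3.58.1 in R 4.3.3, with 2 groups and Benjamini-Hochberg adjustment over all genes tested. The threshold was an adjusted p under 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. Lists of genes of the Wnt pathway, Wnt targets, NF-κB components, the network of Figure 5C and the cell cycle, written by hand, were set against all other genes with camera at an inter-gene correlation of 0.01, adjusted over the 5 lists. Lists of NF-κB targets, of the chemokine genes of chromosome 4, of genes that write or erase H3K36 methylation, and of markers of lung epithelium, epithelium, renal epithelium and embryonic kidney lines, were described without a test of the list. Of a list of 10 genes of chromosome Y, 0 were listed in the deposited tables, so they have no value in either group. Lack of expression cannot be told apart from removal by the authors' filter, which is not named. A marker list was called present in a group where at least 50% of its genes had a mean FPKM of 1 or more. The median log2 fold change of each chromosome was compared with 10000 random draws of genes. These draws take genes as independent, so the correlation of neighbouring genes is ignored. Named in the text are SETD2, CXCL1, the genes the paper names, members of the lists, XIST, and the 5 genes with the largest rise and the 5 with the largest fall past the threshold without overlap between the groups. Some genes that this rule covers are not reported here.

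The fit was tested on simulated data for 14068 genes, of which 200 were changed by known amounts. Of the 102 changed genes with a mean FPKM over 5, 94 (92.2%) were called, and 11 of 13868 unchanged genes were called. As many genes were raised as lowered in the simulation, with independent noise and no difference in scaling. In the libraries 11057 of 14068 genes tested were called, so these rates do not describe a difference of that extent. In a simulated set with the genes of chromosome 20 raised, chromosome 20 passed the threshold with 1 other of 23 chromosomes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

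The groups, the tests of genes, lists and chromosomes, and the rule for named genes were set before the data were examined, as were most alternatives. The lists were written by then too, but those of embryonic kidney lines and renal epithelium were written with Supplementary Table 1, which comes from these libraries, partly seen. Most tests of explanations in the closing parts were chosen later, as stated there. The alternatives set at the start were pseudocounts of 0.1 and 0.01, no filter on low values or a mean FPKM of at least 5, upper quartile, quantile and median ratio scaling, no intensity trend, an ordinary linear model per gene, the replicate number as a block, each library left out in turn, and for the lists an estimated inter-gene correlation and fry. A correction of each library for GC content and transcript length with lowess curves (span 0.3), and quantile and median ratio scaling for the other named genes, were chosen after seeing the data. No enrichment with GO or KEGG sets was run. No overlap or enrichment test was run with Supplementary Table 1, since the copy used here holds 1500 transcripts and the paper gives 1501. The network of the paper was not rebuilt. The gene names of its nodes were read from Figure 5C.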

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

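The tests below for RNA of other cells, for poly(A) selection, for SETD2 depletion alone, for an embryonic kidney line and for reads shared between paralogs were chosen only after the results were seen.

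Several genes that the paper does not discuss had a strong signal in the libraries labelled shSETD2 and almost none in the control libraries. HIST1H1B had a mean FPKM of 431.1 in the shSETD2 libraries (437.4, 415.5 and 440.2 in libraries 1 to 3) and was listed at 0 in each control library. HIST1H3I had a mean of 235 (247.9, 212.0 and 244.9) and was listed at 0 in each control library. MT1E had a mean of 412.3, against 0, 0.217 and 0 in control libraries 1 to 3. S100A6 had a mean of 367.1, against 0, 0.457 and 0.213. In all, 277 genes had an FPKM of 1 or more in every shSETD2 library and under 0.1 in every control library, and 626 genes the reverse. At an FPKM of 10 or more in one group the numbers were 62 and 43, or 105 genes together. XIST was among the genes that were off in the shSETD2 libraries, at 883.0, 876.0 and 883.1 in control libraries 1 to 3 and 0, 0.00285 and 0 in shSETD2 libraries 1 to 3.

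Reads shared between near-identical genes are a possible explanation for a rise from 0 in a gene family. The tables argue against it for the S100A and metallothionein genes. The total FPKM of the 9 listed S100A genes was 13.2 times higher in the shSETD2 libraries (80.8 to 1070), and all 7 tested were higher. The total of the 5 metallothionein genes rose from 12.2 to 1115, and all 5 were higher. Both families were higher under each scaling tried. For the histone genes the explanation stays open. Their total in the shSETD2 libraries was 0.866 of that in control (10060 to 8715), and that of the 5 H1 genes went from 1574 to 1326. A rise of HIST1H1B and HIST1H3I cannot be told apart from another division of reads among paralogs, because the totals of the family did not rise with them.

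These genes are part of a difference between the groups that covers 11057 of 14068 genes tested. Several technical explanations were weighed for it. A difference in scaling, or a few abundant genes, would vanish with another scaling, but 10699 genes were called with median ratio scaling, 9293 of them also called with the FPKM as deposited. Bias from GC content or transcript length was taken out of each library for 13909 genes (98.9% of those tested), chosen after seeing the data. Before this correction 10936 of these genes were called and after it 10540, of which 9148 were called in both. RNA of another cell type added to one group would switch genes on in that group only, but 43 genes were at 10 FPKM or more in every control library and under 0.1 in every shSETD2 library, and 62 the reverse. Poly(A) selection in one group and total RNA in the other would move the histone genes together, but 35 of the 64 tested were called lower and 21 higher in the shSETD2 libraries (24 lower and 23 higher with median ratio scaling).

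A difference in genetic background between the groups, as from a mislabelled or different cell line, remains open and is consistent with whole chromosomes shifting. The medians of 16 of 23 chromosomes lay outside random sets of genes after GC content and length were taken out. SETD2 depletion is the difference that the labels name, but the SETD2 level did not follow the difference between the groups. Control library 2 (10.2 FPKM) lay below shSETD2 library 3 (12.2), yet Pearson's r between them was 0.7025. Between control library 2 and control libraries 1 and 3 it was 0.9825 and 0.9822. The counting error of the SETD2 value of control library 2 is unknown. If that value is taken as it stands, these correlations argue against the SETD2 transcript level as the cause of the whole difference. A part of SETD2 depletion in it cannot be told apart from background, because each group carries only 1 label. The 105 genes switched at 10 FPKM or more, XIST among them, do not decide between the explanations.

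The marker lists bear on the background as a hypothesis only. Of 30 genes listed as markers of embryonic kidney lines such as HEK293T, 29 were listed in the tables. Of these, 28 had a mean FPKM of 1 or more in the control libraries and 5 in the shSETD2 libraries, so the list was present in the control libraries by the 50% mark set for it. Its most abundant genes in the control libraries were XIST (880.7), IRS4 (230.9) and CKB (81.3). PEG10 went the other way, from 0.106 in control to 5.22 in the shSETD2 libraries. Such a line may be the source of the control libraries, but the 28 genes at 1 FPKM or more there do not decide it. The embryonic kidney and renal lists were written with the paper's Supplementary Table 1, made from these libraries, partly seen, so that part of their difference between the groups is built in. Of 20 lung markers, 7 were listed, 5 of them at 1 FPKM or more in control and 4 in shSETD2, the highest being LPCAT1 in both groups (17.7 and 37.8). Of 20 epithelial markers, 13 were listed, 5 of them at 1 FPKM or more in each group, the highest being KRT18 (10.0 and 254.6). By the 50% mark, counted over all 20 genes, the lung and epithelial lists were present in neither group. Genes not listed count against the mark, though their lack cannot be told apart from removal by the authors' filter. Of 20 renal epithelial markers, 12 were listed, 4 of them at 1 FPKM or more in control and 5 in shSETD2. PAX8 and HAVCR1 were among these 5 in the shSETD2 libraries, at 30.8 and 60.6, while LRP2 was listed at 0 in each of them. A renal epithelial line as the source of the shSETD2 libraries cannot be told apart from other origins, since 5 of 20 genes is under the mark and the rest of the list was low or not analysed here. No gene is shared between the marker lists.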

How the results depend on the processing

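The rise of CXCL1 and that of the NF-κB component list kept their direction and their side of the threshold under every alternative run. The log2 fold change of CXCL1 ranged from 8.38 to 11.88, the adjusted p of the NF-κB component list from 5.07e-07 to 0.0229, and the number of chromosomes past the threshold from 14 to 16. The network list stayed over the threshold in all alternatives, with adjusted p-values from 0.0744 to 0.982.

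Some counts moved by more than 1.5 times. With a mean FPKM of at least 5, 5647 genes were called out of 7078 tested, against 11057 of 14068, and 483 changed over 5-fold, against 780, since fewer genes were tested. With pseudocounts of 0.1 and 0.01, 2286 and 2469 genes changed over 5-fold, because a smaller pseudocount enlarges the change of genes with low FPKM. All 780 genes of the main setting were among them in both cases. The number of genes switched on or off was 903, and 105 with an FPKM of 10 or more against under 0.1 and 478 with 1 or more against exactly 0. These definitions are stricter. Left out one library at a time, the fits gave from 10491 to 10921 called genes, from 777 to 791 genes over 5-fold, and from 932 to 953 genes switched on or off. Quantile normalization and median ratio scaling changed the share of called genes that were higher in the shSETD2 libraries from 34.1% to 43.7% and 49.6%.

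The SETD2 difference passed the threshold in 3 of 16 alternatives. Its log2 fold change was between -0.83 and -0.25 (median ratio scaling) over all of them. It ranged from -0.83 (without control replicate 2) to -0.45 (without control replicate 1) across the 6 fits that each left out one library. It passed the threshold without control replicate 2 (adjusted p = 6.48e-03) and without shSETD2 replicate 3 (-0.73, adjusted p = 4.18e-02), the libraries in which the groups overlap. With the replicate number as a block the log2 fold change was -0.58 with an adjusted p of 1.56e-02, where the range of adjusted p over the alternatives was 6.48e-03 to 0.377. The replicate numbers did not pair the libraries. The correlations of the deviations from the group means between libraries of the same number were -0.024, 0.018 and -0.008 across genes. The replicate block gave 10976 called genes and 780 over 5-fold, and it changed the call of no other gene among those computed under alternatives and of no list.

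Among the lists, the direction of the Wnt pathway was reversed with a mean FPKM of at least 5 (adjusted p = 0.661), where 18 genes were left. The direction of the cell cycle list was reversed in the same setting (0.661), with quantile normalization (0.798) and with fry (5.89e-04). The direction of the Wnt targets was reversed with no filter (0.792) and with median ratio scaling (0.574), and without control replicate 1 (0.936), with adjusted p-values from 0.753 to 0.982 across the fits that left out one library. With a mean FPKM of at least 5 the Wnt targets passed the threshold toward higher expression (6.49e-03) with 4 genes left. This filter uses the mean over both groups, so a rise helps a gene to stay and a fall removes it. CD44 and SOX9, under 5 in control, passed it, and NKD2 and ZNRF3, over 5 in control, did not, so this call is not evidence for a rise of the Wnt targets. The filter acts in the same way on the other lists. With fry, the Wnt pathway (3.68e-04, lower) and the Wnt targets (1.03e-04, higher) passed it, as fry does not compare a list with the other genes. For the other changes the cause was not tested.

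For 48 other named genes, 528 values were computed under alternatives, of which 521 kept the direction and the side of the threshold, 2 lost the call, 1 gained it (SP1 without control replicate 3) and 4 were reversed. JAK2 was reversed with quantile normalization (0.046). SP1 was reversed with median ratio scaling (0.30), and its log2 fold change ranged from -0.15 (without control replicate 3) to 0.017 (without control replicate 2) across the fits that left out one library, with 0.009 without control replicate 1. The quantile and median ratio scaling of these genes was chosen after seeing the data. CCNE1 (-0.16) and JAK2 (-0.14) lost the call with median ratio scaling.

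The correction for GC content and transcript length, also chosen after seeing the data, gave 10540 called genes, 5321 higher and 5219 lower, 781 genes over 5-fold (769 before it) and 16 chromosomes past the threshold. Transcripts were not tested, since values per library for transcripts were not used here. The depth of the libraries is unknown, which limits statements on genes listed at 0. These are given as values without a lower limit of detection.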

Differences from the paper's values

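The paper counts 1501 genes with a fold change over 5, 990 up-regulated and 511 down-regulated. With the deposited FPKM of genes, 780 genes passed this fold change with an adjusted p under 0.05, 458 higher and 322 lower in the shSETD2 libraries. For the total, none of the alternatives set before the data were examined came within 1.5 times of the paper's number, and they gave from 483 (mean FPKM of at least 5) to 2469 (pseudocount 0.01). For the up-regulated genes, a pseudocount of 0.1 gave 864 and one of 0.01 gave 912, both within 1.5 times of 990, and none of the other alternatives did. For the down-regulated genes, none of the alternatives came within 1.5 times of 511, and they gave from 126 to 1557. The paper's Supplementary Table 1 lists transcripts, and the copy used here holds 989 higher and 511 lower transcripts.

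For CXCL1, the paper's Supplementary Table 1 gives a transcript with a log2 fold change of 8.65, and the log2 fold change of the gene was 8.39 with a standard error of 0.039. None of the alternatives set before the data were examined closed the gap. The nearest was median ratio scaling, with 8.59.

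The paper states that SETD2 was depleted in the cells labelled shSETD2. It reports lower SETD2 in H1650 cells by qPCR and western blotting, and less H3K36me3 after depletion. Whether those cells gave the sequenced RNA is not stated. The mean FPKM of SETD2 was lower in the shSETD2 libraries, 9.74 against 15.3 in control. The libraries of the groups overlapped, however, and the adjusted p from limma was 0.0641. The difference passed the threshold without control replicate 2, without shSETD2 replicate 3 and with the replicate number as a block. The paper names the Wnt signaling pathway as the enriched gene set related to cancer progression. The list of Wnt pathway genes used here had an adjusted p of 0.941 in camera, with more genes lower than higher. It passed the threshold with fry toward lower expression, but fry does not compare it with the other genes. Camera asks whether this hand-written list shifts in a common direction, while the paper annotated genes positively correlated with CXCL1. The enrichment itself was not repeated, so these results do not test it. The paper names CTNNB1 and WNT3 as central genes of the network and cites their rise in lung adenocarcinoma, and both transcripts were lower in the shSETD2 libraries, with log2 fold changes of -0.53 and -0.76. RAC1, which the paper names with them, was higher there, with a log2 fold change of 0.96. The paper reports more Cyclin D1 and Cyclin E1 in SETD2-silenced cells by western blotting. The transcript CCNE1 was lower in the shSETD2 libraries, with a log2 fold change of -0.47, while CCND1 was higher, with a log2 fold change of 4.57.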

Other observations

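In this part, the tests of the network, of the spread of SETD2 and of GC content in the chromosome medians were chosen only after the results were seen.

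With 3 libraries in each group there are 10 splits of the 6 libraries into groups of 3, so no count of splits can give a share under 0.1. The real split was the only 1 of the 10 with as many genes at an adjusted p under 0.05, and the only 1 with as many genes over 5-fold. For the lists, the number of splits with a camera p as small as the real one was 1 of 10 for the NF-κB components, 5 for the Wnt pathway, 8 for the Wnt targets, 5 for the network and 7 for the cell cycle genes. As many chromosomes past the threshold as in the real split were found in 2 of the 10 splits, and the lowest number in a split was 12. The other splits still hold part of the difference between the groups, since each mixes the groups unequally, so they are not free of it. In particular the chromosome counts of the mixed splits cannot serve as a measure of what chance gives.

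The chromosome medians of the log2 fold change shifted between the groups. The lowest was that of chromosome 13, which differed from that of all genes by -0.44, and the highest that of chromosome 20 (0.69). Of 23 chromosomes, 8 lay above and 8 below the random sets of genes at an adjusted p under 0.05, where the smallest p was 1e-04, the smallest they can give. GC content and transcript length do not account for this as the whole cause, since 16 chromosomes passed the threshold after both were taken out, with chromosome 20 at 0.70 and chromosome 13 at -0.36. A smaller pattern lies within the shSETD2 group. Between shSETD2 libraries 1 and 2, 14 chromosomes passed the threshold, and 14 between libraries 2 and 3, with medians from -0.06 to 0.06, against 0 between libraries 1 and 3 and 0 for each pair of control libraries. The deviation of shSETD2 library 2 from its group had a Spearman correlation with GC content of -0.454 across genes, which are not independent, against 0.276 and 0.263 for libraries 1 and 3. With GC content and length taken out, 3 chromosomes remained past the threshold between libraries 1 and 2, 1 between libraries 1 and 3 and 0 between libraries 2 and 3, with 1 for control libraries 1 and 3 and 0 for the other control pairs. This is consistent with a GC bias of library 2 as the source of most of this smaller pattern.

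The genes of the network in Figure 5C follow CXCL1 closely across the 3 shSETD2 libraries. Of 87 genes, 86 did so, while at most 7 did in 10000 random sets of 87 genes and 289 of all 14067 genes tested (2.05%) did. A trend shared by most genes of these libraries would need a far larger share than 2.05%. The count of 86 suggests, as a hypothesis, that the genes of the network were selected for following CXCL1 across these 3 libraries. The paper calls it a co-expression network, made with STRING and Cytoscape, and its text does not name the libraries used for it. The values of CXCL1 there span a range of 2.79% of its mean. Of the 86 genes, 26 were higher and 40 lower in the shSETD2 libraries than in the control libraries at an adjusted p under 0.05, and 20 were neither. Following CXCL1 within the group therefore did not go with one direction between the groups. Of the 42 Wnt pathway genes tested, 5 follow CXCL1 in this way. No biological explanation was tested.

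SETD2 varied more between the control libraries than most genes at its level. The SD was 28.7% of the mean, and 152 of the 4306 genes within 2-fold of its mean (3.53%) had a spread as large, with a median of 4.82%. In the shSETD2 libraries the SD was 22.1% of the mean and 6.61% of genes had a spread as large. With 3 libraries a spread of this size cannot be told apart from the tail of the usual spread between libraries, since 3.53% of genes reach it.

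Transcripts of genes that the paper studied by other methods are given here as values. CCND1, which encodes Cyclin D1, was at 6.58 ± 0.833 FPKM (SD, n = 3) in control and 178.2 ± 0.647 (SD, n = 3) in shSETD2, with a log2 fold change of 4.57 (adjusted p = 5.53e-08). CCNE1, which encodes Cyclin E1, was at 7.88 ± 0.876 and 5.40 ± 0.156 FPKM (SD, n = 3), with a log2 fold change of -0.47 (adjusted p = 1.75e-03) that was past the threshold in all settings but median ratio scaling (adjusted p = 0.112). Of 40 cell cycle genes, 11 were higher and 20 lower, also when adjusted over the list alone, and with median ratio scaling 19 were higher and 10 lower. In the camera test the adjusted p of the list was 0.941. MAPK3 (-0.73, adjusted p = 4.24e-05), JAK2 (-0.35, adjusted p = 3.53e-03) and DNMT3B (-1.30, adjusted p = 3.83e-05) were lower, and STAT3 was higher (1.57, adjusted p = 6.00e-07). GAPDH, the housekeeping gene of the qPCR, was at 429.8 ± 8.86 FPKM (SD, n = 3) in control and 676.8 ± 26.6 (SD, n = 3) in shSETD2. Of 10 tested genes that write or erase H3K36 methylation, 1 was higher and 6 lower, and 2 were higher and 6 lower with median ratio scaling.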
